# Intron Evolution in Saccharomycetaceae

**DOI:** 10.1093/gbe/evu196

**Published:** 2014-09-09

**Authors:** Katarzyna B. Hooks, Daniela Delneri, Sam Griffiths-Jones

**Keywords:** intron loss, yeast, fungi

## Abstract

Introns in protein-coding genes are very rare in hemiascomycetous yeast genomes. It has been suggested that these species have experienced extensive intron loss during their evolution from the postulated intron-rich fungal ancestor. However, no intron-devoid yeast species have been identified and some of the introns remaining within the genomes of intron-poor species, such as *Saccharomyces cerevisiae*, appear to be beneficial during growth under stress conditions. In order to reveal the pattern of intron retention within intron-poor yeast species and better understand the mechanisms of intron evolution, we generated a comprehensive set of 250 orthologous introns in the 20 species that comprise the Saccharomycetaceae, by analyzing RNA deep-sequencing data and alignments of intron-containing genes. Analysis of these intron sets shows that intron loss is at least two orders of magnitude more frequent than intron gain. Fine mapping of intron positions shows that intron sliding is rare, and that introns are almost always removed without changing the primary sequence of the encoded protein. The latter finding is consistent with the prevailing view that homologous recombination between reverse-transcribed mature mRNAs and the corresponding genomic locus is the primary mechanism of intron loss. However, we also find evidence that loss of a small number of introns is mediated by micro-homology, and that the number of intron losses is diminished in yeast species that have lost the microhomology end joining and nonhomologous end joining machinery.

## Introduction

The origin and evolution of introns in eukaryotic genomes are intensively debated topics (Rogozin et al. 2012). Two long-standing theories have been proposed to describe the origin of introns: The “introns early” and “introns late” hypotheses. These theories placed the origin of introns before and after the Eukaryota–Prokaryota split, respectively (Doolittle 1978; Stoltzfus et al. 1994). More recently, the “introns first” hypothesis, building on the “RNA world” concept, has attributed the origin of introns to self-splicing RNA molecules that were evolutionary forerunners of protein-coding RNAs (Poole et al. 1998). Almost all known eukaryotes possess at least a few introns and the machinery required to splice them. However, it is generally considered unlikely that the Eubacteria and Archea ancestors ever possessed a spliceosome (Stoltzfus et al. 1994). The current consensus therefore is a version of the introns late hypothesis: that introns evolved early within the eukaryotic lineage (Rogozin et al. 2012). The most likely scenario is that the emergence of spliceosomal introns from founder group II self-splicing introns happened shortly after the endosymbiosis of the protomitochondrial bacteria by the archeal host (Martin and Koonin 2006). However, neither the introns early nor introns first theories have been conclusively discounted (Penny et al. 2009).

Analyses of intron distribution among different eukaryotes have pinpointed a surprisingly high percentage of shared intron positions in orthologous genes (Fedorov et al. 2002; Rogozin et al. 2003). Because some introns are present in the same positions in genes in plants, animals, and fungi, these studies concluded that they must have been present in the last eukaryotic common ancestor. Additionally, intron loss appears to be more common than gain throughout eukaryotic evolution. In particular, a study restricted to fungal introns (Stajich et al. 2007) hypothesized an intron-rich fungal ancestor, from which extensive intron loss has occurred in the hemiascomycetous yeasts. Indeed, there is very little evidence of intron gain in any lineage, but this is likely, at least in part, to be due to the difficulty in detecting such events. For example, in mammalian genomes, no unambiguous intron gains have been identified (Roy et al. 2003). A study of nematode introns found evidence for 122 gains (Coghlan and Wolfe 2004), but later sequencing of multiple worm species identified orthologous introns that push the intron origins further back in time (Roy and Penny 2006). More recently, strong evidence for intron gain has been obtained using closely related fungal species (Torriani et al. 2011) and sequenced isolates of *Daphnia pulex* (Li et al. 2009). Both of these studies identify a number of unique, transient introns that have not yet been fixed within their respective populations.

Various mechanisms of intron loss and gain have been proposed (fig. 1). The most plausible intron loss mechanism is homologous recombination between reverse-transcribed mature mRNA and the genomic locus (Mourier and Jeffares 2003). This model is attractive in that it can explain the visible bias of intron position toward the 5′-end of genes of intron-poor species. It has also been proposed that introns might be lost by “genomic deletion,” which involves enzymes from nonhomologous- and microhomology-mediated end-joining DNA repair (NHEJ and MMEJ). It was initially assumed that intron loss promoted by double-strand breaks (DSB) would lead to imprecise intron deletions (Roy and Gilbert 2005) but it was since noted that the presence of AG|GT consensus in both 5′- and 3′-splice sites could serve as a microhomology and thus facilitate exact intron deletion (Hu 2006; Farlow et al. 2011; van Schendel and Tijsterman 2013). Although the number of observed intron gain events is low, various mechanisms have been suggested to explain them, including insertion of a group II intron (Martin and Koonin 2006), exon intronization (Gao and Lynch 2009), intron retrotransposition (Torriani et al. 2011), and DSB repair (Li et al. 2009).

**Fig. 1.—:**
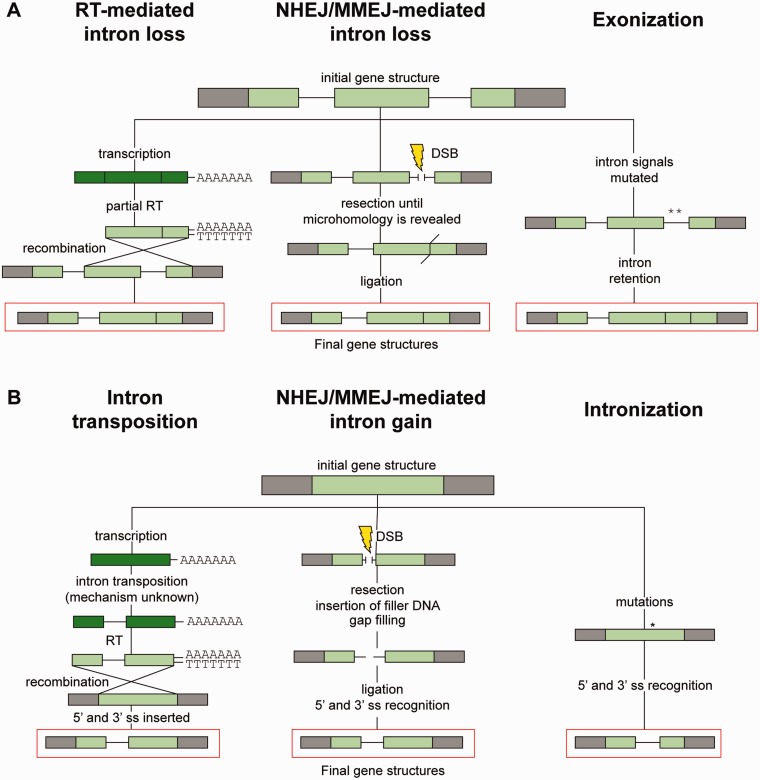
Postulated mechanisms of intron loss and gain. Simplified mechanisms of loss (*A*) and gain (*B*) are presented. Genomic contexts are represented as gray boxes, exons in DNA as light green boxes, exons in RNA as dark green, and introns as thin lines joining exons. The resulting gene structure for each mechanism is framed in red. Note that the NHEJ/MMEJ-mediated mechanism does not necessarily lead to perfect intron gain or loss (not shown). RT, reverse transcription.

Hemiascomycetous yeast belong to one of the best-studied eukaryotic clades, frequently used for comparative and evolutionary studies (Cliften et al. 2001; Dujon et al. 2004; Gordon et al. 2009). The clade can be divided into three groups: Early branching yeast species such as *Yarrowia lipolytica*, the “CTG group,” which translates CTG as serine instead of leucine, and Saccharomycetaceae, which includes *Saccharomyces cerevisiae*. The ancestor of *S. cerevisiae* underwent a whole-genome duplication (WGD), followed by extensive loss of one copy of most paralogous genes (Wolfe and Shields 1997). All hemiascomycetous yeast have experienced extensive intron loss, and on average introns are found in only 5 % of their genes (Neuveglise et al. 2011). Introns in *S. cerevisiae* have been well annotated due to the extensive efforts of the yeast scientific community (Saccharomyces Genome Database [SGD]). However, introns in most other yeast species are poorly annotated, and intron analyses therefore rely either on automatic annotation or small manually curated sets of intron orthologs. This impedes the estimation of intron number and subsequent evolutionary studies. Nonetheless, even with limited intron information, interesting evolutionary observations have been made for the Saccharomycotina subphylum*.* For example, hemiascomycetous yeasts contain only the U2 spliceosome; all the components specific to U12 spliceosome have been lost in the Ascomycota (Russell et al. 2006; Bartschat and Samuelsson 2010). Unlike in mammals, the intronic elements involved in splicing obey a strict consensus sequence pattern in Saccharomycetaceae: GTATGT for the 5′-splice site (5′-ss), TACTAAC for the branch point (BP) (Bon et al. 2003), and the 3′-splice site (3′-ss) always finishes in AG. However, yeasts lack the usual poly-T track between the BP and 3′-ss (Irimia and Roy 2008); instead the 3′-ss is defined by the distance from BP, which can vary between species (Neuveglise et al. 2011). Neuveglise et al. (2011) suggested that the BP-3′-ss distance is constrained by the *U2AF1* splicing factor, and that species that have lost *U2AF1*, such as *S. cerevisiae*, *Candida glabrata*, and *Kluyveromyces lactis*, exhibit a longer BP-3′-ss distance.

In this study, we present a comprehensive evaluation of intron evolution in the Saccharomycetaceae by exploiting the high-quality orthologous relationships provided by the Yeast Gene Order Browser (YGOB) (Byrne and Wolfe 2005), together with RNA deep-sequencing data. We constructed multiple sequence alignments of 235 intron-containing genes in 20 Saccharomycetaceae species in order to determine the exact fate of each intron-containing gene after the WGD. We found that intron loss events are at least two orders of magnitude more common than gains. Intron loss appears to be branch- and species-specific, and is usually “perfect,” suggesting that loss has resulted from replacement of the original intron-containing gene with the intron-less cDNA. Furthermore, we found clear examples of intron loss accompanied by insertion of additional codons, at least one case of intron sliding, and we have shown that the uncoupling of snoRNAs from introns of some genes was enabled by WGD. Lastly, an analysis of intron conservation in ribosomal protein genes among 12 tested species allowed us to draw conclusions about how ribosomal protein gene (RPG) intron function might have evolved. We discuss the prominent mechanisms of evolution of yeast introns in relation to our findings.

## Materials and Methods

### RNAseq

*Saccharomyces cerevisiae* strain BY4741, *Saccharomyces kudriavzevii*, and *Naumovia castellii* were cultured in standard YPD media in 30 °C and *Saccharomyces uvarum* NCYC 2669 at 28 °C with shaking at 200 rpm, to an absorbance of 0.5 at 600 nm. RNA of *S. cerevisiae* was extracted using Trizol (Invitrogen, UK), precipitated in lithium chloride (Ambion, UK), washed twice with 70% ethanol and the pellet resuspended in dH_2_O. RNA of the other three species was extracted using Qiagen RNA extraction kit according to manufacturer’s instructions. Ten micrograms of total RNA from each *S. cerevisiae*, *S. kudriavzevii*, *S. uvarum*, and *N. castellii* was processed with the RiboMinus Transcriptome Isolation Kit for Yeast and Bacteria (Invitrogen) to deplete the rRNA. cDNA libraries for each species were constructed and sequenced using the SOLiD 4.0 System from Life Technologies according to the standard manufacturer’s protocol. *Saccharomyces cerevisiae* cDNA was deposited on one-quadrant of a slide with one other barcoded library (not presented here). The other three libraries were barcoded and deposited on one-quadrant of a slide. Sequencing yielded a total of 77,286,181 reads for *S. cerevisiae*, 23,993,647 reads for *S. uvarum*, 6,287,432 reads for *S. kudriavzevii*, and 7,909,274 reads for *N. castellii*, all of 50 bps. Raw reads were filtered to obtain only reads with an average quality >20 using the approach described by Sasson and Michael (2010). Reads were mapped to genomes downloaded from YGOB version 7 with Bowtie 0.12.7 (allowing up to two mismatches, and retaining only reads mapping to one location in the genome: -v 2 -m 1). Splice junctions were identified using Tophat with default parameters and defined intron size between 49 and 1,050 bp (-i 49 -I 1050; representing the minimum and maximum lengths of introns in *S. cerevisiae* genes according to SGD, release 64) (Trapnell et al. 2009). The RNAseq data are deposited in the Gene Expression Omnibus database (accession number GSE58884).

### Intron Alignments

Annotations for 306 introns in 286 genes for *S. cerevisiae* were extracted from SGD (http://www.yeastgenome.org/, release 64, last accessed September 1, 2014). The orthologs of the intron-containing genes in the *S. cerevisiae* clade were retrieved from the YGOB Pillar file (http://ygob.ucd.ie/, version 7, last accessed September 1, 2014) (Byrne and Wolfe 2005), which presents the gene homology among species. In order to obtain alignments of intron-containing genes, we first used sequences for *S. cerevisiae*, *Saccharomyces mikatae*, *S. kudriavzevii*, and *S. uvarum* to create a seed alignment with mLAGAN (Brudno et al. 2003), and then manually edited it using RALEE (Griffiths-Jones 2005) to ensure the correct alignment of both splice sites and BPs. DNA seed alignments were used to search for intron-containing genes in all other YGOB species using HMMER 3.1b1 (Wheeler and Eddy 2013). Briefly, hmmbuild was used to build the profile HMM from sequence alignments, and then nhmmer was used to search the profile against a DNA database containing all sequences from YGOB. Lists of hits were manually inspected, and potential matches were extracted and aligned against the seed alignment using hmmalign. An iterative procedure of HMMER search, alignment, manual inspection, and editing allowed us to construct full gene alignments, with annotated intron boundaries and BPs. These alignments allowed us to confirm intron presence, perfect deletion, or imperfect deletion resulting in the removal or insertion of additional codons. Where the alignment did not allow us to conclusively prove intron presence, we assumed the intron was removed by an unknown mechanism and, thus, counted it as an intron loss for the subsequent phylogenetic analysis. In the cases where a significant portion of a gene sequence was missing from the assembly, the specific gene sequence was excluded from the alignment and subsequent analysis.

To detect orthologs of intronic snoRNAs, we extracted the portion of each intron alignment that corresponded to a snoRNA annotation in *S. cerevisiae* (SGD). We then used the resulting alignments as seeds for iterative HMMER searches as described above. We analysed the sequence surrounding the potential snoRNA matches to establish if they are encoded within introns of paralogous genes. Lastly, we used syntenic information provided by YGOB to establish if the snoRNA hits lie in regions paralogous to those included in the seed alignment.

### Phylogenetic Analysis

Syntenic relationships between intron-containing genes were extracted from YGOB. Paralogous genes arising from WGD were grouped to represent one ancestral gene, and multiple introns in the same gene were treated separately. The phylogenetic tree used to map intron gains and losses was taken from YGOB (simplified version from Hedtke et al. 2006). An additional branch reflecting the WGD loci was added creating a tree with both A and B loci for all post-WGD species. For the analysis of each intron alignment, the tree was pruned to include only the species found in that alignment. For each ancestral intron, gains and losses were placed automatically on the pruned yeast tree using the Dollo parsimony method (Farris 1977) implemented in the Dollop script from the Phylip package. All assignments were manually inspected. We assumed that the common ancestor had almost all introns currently present in tested species (Stajich et al. 2007). We therefore manually inspected all assigned intron gains, and 3 out of 11 were converted into losses on alternative branches of the tree. After the event assignment was complete, we summed up all the instances of intron loss and gain on a simplified tree without the duplicated branch, so that each branch in post-WGD species represents a sum for corresponding branches in A and B loci.

## Results

### *Conserved Splicing in* Saccharomyces Sensu Stricto *Species*

We used RNA deep sequencing experiments to annotate intron positions in *S. cerevisiae*, *S. kudriavzevii*, *S*. *uvarum*, and *N. castellii*. 

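RNAseq was done on 1 library of each of the 4 species, so no value has a replicate error and no test between species was possible. *S. cerevisiae* strain BY4741 (a laboratory strain), *S. kudriavzevii* and *N. castellii* were grown in YPD, a rich medium, at 30 °C, and *S. uvarum* at 28 °C, to an absorbance of 0.5. RNA of *S. cerevisiae* was extracted by a different method from that of the other 3 species, and its library was sequenced apart from theirs, so the species and the batch cannot be told apart in any comparison with *S. cerevisiae*. The SOLiD reads were 50 nt long. The paper gives 77286181 sequenced reads for *S. cerevisiae*, 6287432 for *S. kudriavzevii*, 23993647 for *S. uvarum* and 7909274 for *N. castellii*, a range of 12.3 times. For each intron, the authors deposited the number of reads spanning the splice junction, the number of reads mapped within the intron, and the intron expression as RPKM, the unit of Fig. 2B. The files list 151491 junction reads in *S. cerevisiae*, 21725 in *S. kudriavzevii*, 40273 in *S. uvarum* and 19663 in *N. castellii*, and the median intron had 44.5, 4, 18 and 5 junction reads in the same order. The intron reads listed were 140144, 18546, 40393 and 16230. Introns of ribosomal protein genes (RPGs) held 93.5% of the junction reads in *S. cerevisiae*, 93.3% in *S. kudriavzevii*, 86.6% in *S. uvarum* and 88.0% in *N. castellii*. Introns that hold small nucleolar RNAs (snoRNAs) held 69.3%, 69.5%, 55.3% and 85.3% of the intron reads. RPG introns therefore carried most of the junction reads and snoRNA introns most of the intron reads, and a linear correlation gives the highest values most of the weight. The intron reads include only reads with 1 location in the genome, as the authors mapped them. Each ancestral intron site has up to 2 loci, A and B, in these species, which descend from the whole-genome duplication (WGD). Introns were paired between species by site and locus as the files give them. Correlations were computed across introns, which are not independent replicates, so each is given with a 95% percentile bootstrap interval over introns (2000 draws) and without a *P* value. The interval covers the choice of introns only, not the variation between cultures.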

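The splice signals of the 290 *S. cerevisiae* introns were read from the S288C reference (R64) at the coordinates the authors list. Of these coordinates, 288 lie within 1500 bp of the gene they are listed for. The 5′ splice site was GTATGT in 221 introns (76.2%), GTACGT in 23, GTAAGT in 14, GTATGC in 8 and GTATGA in 8. In 284 introns the first bases were GT and the last AG. The branch point sequence TACTAAC was found in 239 introns (82.4%), and 183 introns had both GTATGT and TACTAAC. Among the 216 introns with at least 1 junction read, 171 (79.2%) had GTATGT and 190 (88.0%) had TACTAAC. Among the 74 introns without a junction read, the numbers were 50 (67.6%) and 49 (66.2%). For the intron with the most junction reads in *S. cerevisiae*, *RPL28* on chromosome 7 from 311016 to 311526, the exon ends in GCACAGAGGTCACGTCTCAG, the intron opens with GTATGTAGTTCCATTTGGAA and ends in ACAATATTTTTTTTGTACAG, and the next exon opens with CCGGTAAAGGTCGTATCGGT. Its branch point lies 42 nt from the 3′ end of the intron. The genomes of the other 3 species were not used here.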

We predicted splice junctions from RNAseq data using Tophat, and confirmed the presence of the canonical splice signals (GTATGT/AG) and BP (TACTAAC) sequences that are indicative of Saccharomycetaceae introns. We found 216, 163, 200, and 155 predicted introns in *S. cerevisiae*, *S. kudriavzevii*, *S. uvarum*, and *N. castellii*, respectively. 

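An intron was counted as predicted when the authors' files list at least 1 read spanning its junction. This gave 216 of 290 annotated introns in *S. cerevisiae* (74.5%), 162 of 288 in *S. kudriavzevii* (56.2%), 199 of 287 in *S. uvarum* (69.3%) and 155 of 264 in *N. castellii* (58.7%). Most predicted introns had more than 1 read. With at least 10 junction reads, 187, 124, 168 and 122 introns remained, the alternative that lowered the numbers most. RPG introns were nearly all predicted, 105 of 106 in *S. cerevisiae*, 94 of 106 in *S. kudriavzevii*, 102 of 106 in *S. uvarum* and 87 of 97 in *N. castellii*. Outside RPGs, the numbers were 111 of 184, 68 of 182, 97 of 181 and 68 of 167. The libraries differ in depth. If each library is thinned to the 6287432 reads of *S. kudriavzevii*, the number of introns expected to keep at least 1 junction read is 190 in *S. cerevisiae*, 191 in *S. uvarum* and 154 in *N. castellii*, against 162 in *S. kudriavzevii*. Junction reads were listed in all 4 species for 98 of the 226 introns annotated in all of them, and in the 3 *Saccharomyces* species for 132 of 286. An intron without junction reads was not detected as spliced, which does not show that it is unspliced. Of the 74 such introns in *S. cerevisiae*, 70 had intron reads.

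**Figure D1:**
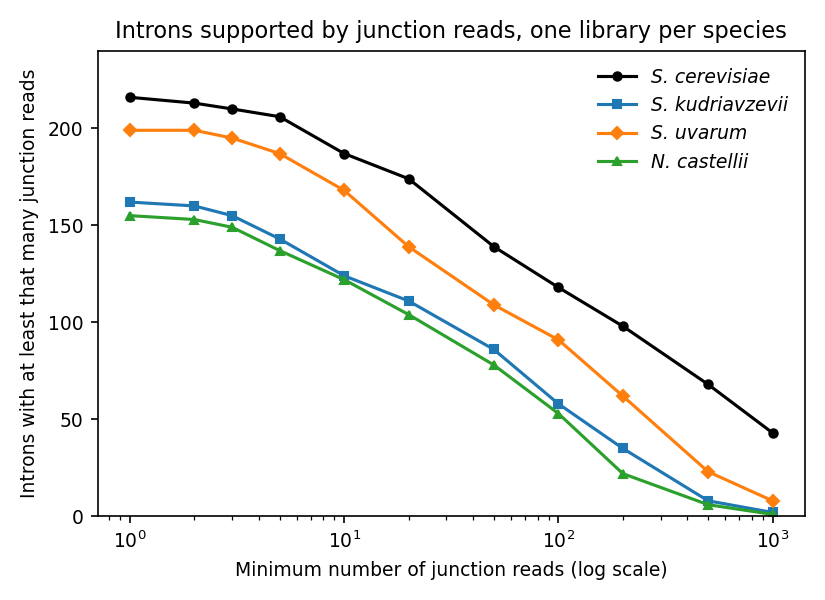
Number of introns (vertical axis) with at least a given number of junction reads (horizontal axis, log scale) in the single library of each species. *S. cerevisiae* lies highest throughout, from 216 introns with at least 1 read to 43 with at least 1000, while *S. kudriavzevii* and *N. castellii* fall from 162 and 155 to 2 and 1.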

Of these, three introns in *S. cerevisiae*, four in *S. uvarum* and ten in *N. castellii* are novel—not present in the latest annotation in SGD—although some have been previously experimentally validated (table 1). 

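The 3 introns that table 1 marks as predicted in *S. cerevisiae* had between 14 and 32 junction reads in its library. The additional intron of *FES1* (chromosome 2, 443706 to 443833, 128 nt) had 14 junction reads and 97 intron reads, that of *RPS22B* (chromosome 12, 856989 to 857057, 69 nt) had 32 and 198, and that of *PUS2* (chromosome 7, 383486 to 383565, 80 nt) had 31 and 16. The *RPS22B* intron shares its 3′ end with a longer intron listed from 856575 to 857057, so their intron reads overlap. All 3 begin with GT and end with AG in the reference. In *S. uvarum*, the 4 introns had between 4 and 10 junction reads. These were 6 for *RPS22B*, 4 for *PUS2*, 10 for *YTA12* and 4 for YMR147W/YMR148W. The *YTA12* intron had 10 junction reads and 0 intron reads in *S. uvarum*. None of the introns of table 1 is marked as predicted in *S. kudriavzevii*, and there the *FES1*, *RPS22B*, *PUS2*, *YTA12* and YMR147W/YMR148W introns each had 0 junction reads. The *S. kudriavzevii* library has 6287432 sequenced reads, the fewest of the 4, and why these introns had 0 junction reads there was not tested.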

Novel introns in *N. castellii* are not present in *Saccharomyces* sensu stricto genomes: Eight appear to have been lost through cDNA replacement and two are located in the out-paralogs of *S. cerevisiae RPL29* and *RPL39* genes.

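All 10 introns that table 1 marks as predicted in *N. castellii* had junction reads, between 3 and 156. The *QCR6* intron had 156, *PMP3* at locus B 53, *VAN1* 13, *ARC18* 10, *SEC22* 8, *GTR2* 5, *RRN3* 4 and YKL033W-A 3. Those of *GTR2*, *RRN3* and YKL033W-A, with the fewest junction reads, had 0 intron reads. At the sites of these 8 introns, the authors' files for *S. cerevisiae*, *S. kudriavzevii* and *S. uvarum* each call 6 replaced by cDNA, 1 removed by mutation (*VAN1*) and 1 unknown (*QCR6*). For *RPL29*, locus B in *N. castellii* had 74 junction reads and locus A had 0. For *RPL39*, locus B had 104 junction reads and locus A had 6. The single *RPL29* intron of *S. cerevisiae* had 3175 junction reads and that of *RPL39* had 2863.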

**Table 1:** Novel Introns Predicted from RNAseq by Tophat

Gene	Predicted Introns (This Study)				Previous Studies
	*S.cer*	*S.kud*	*S.uva*	*N.cas*	*S.cer*
*FES1*	G,R	G	G	G	Yassour et al. (2009)
*RPS22B*/snR44	G,R	G	G,R	–	Yassour et al. (2009)
*PUS2* (5′-UTR)	G,R	G	G,R	G	None
*YTA12* (5′-UTR)	–	G	G,R	–	None
YMR147W/YMR148W	G	G	G,R	–	Miura et al. (2006)
*GTR2*	–	–	–	G,R	None
YKL033W-A	–	–	–	G,R	None
*RRN3*	–	–	–	G,R	None
*SEC22*	–	–	–	G,R	None
*VAN1*	–	–	–	G,R	None
*QCR6*	–	–	–	G,R	None
*PMP3*	–	–	–	G,R	None
*ARC18*	–	–	–	G,R	None
*RPL29* outparalog	–	–	–	G,R	None
*RPL39* outparalog	–	–	–	G,R	None

Note.–Species names: *S.cer*, *S. cerevisiae*; *S.kud*, *S. kudriavzevii*; *S.uva*, *S. uvarum*; *N.cas*, *N castellii*; –, no intron in the genome; G, intron found in the genome; R, intron predicted by RNAseq.

Next, we counted the reads spanning each identified junction in *S. cerevisiae* and compared the number with the orthologous junctions of three other species. 

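Junction reads in *S. cerevisiae* were compared with those of the other 3 species on the linear scale, by Pearson's product-moment correlation over all paired introns, those with 0 reads included. The normalized junction reads are the junction reads divided by 1 constant per library, so *r* is the same for both. For *S. kudriavzevii*, *r* was 0.704 (95% bootstrap interval 0.557 to 0.890, 287 introns). For *S. uvarum*, it was 0.769 (0.581 to 0.889, 286 introns). For *N. castellii*, it was 0.284 (0.228 to 0.685, 227 introns). Of these 227 loci, 225 are called introns in both species, and over the 225 *r* was 0.283. The *TEF4* locus, called replaced by cDNA in *N. castellii*, is among the 227 only. The intervals of the 3 species overlap. Both species had junction reads for 146, 171 and 122 introns in these comparisons, and only *S. cerevisiae* did for 70, 44 and 51. The alternative that moved *r* most in each species was leaving out RPG introns, which gave 0.854 for *S. kudriavzevii*, 0.233 for *S. uvarum* and 0.760 for *N. castellii*. The set behind 0.233 still holds *TEF4*, with 99 junction reads in *S. cerevisiae* and 1625 in *S. uvarum*. Over all introns, *r* for *S. uvarum* was 0.811 without *TEF4*, which was not left out together with RPG introns. On log10(reads + 0.1), *r* was 0.699 for *S. kudriavzevii*, 0.694 for *S. uvarum* and 0.671 for *N. castellii*. Single introns changed the linear *r*, upwards or downwards. Without *RPS18B*, which had 3105 junction reads in *S. cerevisiae* and 2291 in *S. kudriavzevii*, *r* for *S. kudriavzevii* rose to 0.826. Without *RPL28*, which had 10518 in *S. cerevisiae* and 3035 in *S. uvarum*, *r* fell to 0.684 for *S. uvarum* and to 0.617 for *S. kudriavzevii*. Without *RPS10A*, which had 1690 in *S. cerevisiae* and 4330 in *N. castellii*, *r* for *N. castellii* rose to 0.565. On linear values, 6 correlations were computed over all introns, for 3 species and 2 measures. For each of them, *r* on log10 values and Spearman's rho were computed as well.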

We found strong correlations between normalized junction read counts within the *Saccharomyces* sensu stricto group, indicating similar number of spliced transcripts (fig. 2*A*). Comparing the numbers of reads mapped to each intron among the various species revealed an even stronger correlation between species (fig. 2*B*). These results provide preliminary evidence that intron splicing and expression is generally highly conserved among the *Saccharomyces* sensu stricto species, but more specific investigation of levels of intron splicing is warranted.

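For intron expression (RPKM, linear scale), Pearson's *r* with *S. cerevisiae* was 0.934 for *S. kudriavzevii* (95% bootstrap interval 0.605 to 0.988, 287 introns), 0.904 for *S. uvarum* (0.617 to 0.980, 286 introns) and 0.868 for *N. castellii* (0.143 to 0.978, 226 introns). The difference from the junction read *r* over the same introns was 0.230 for *S. kudriavzevii* (−0.166 to 0.392), 0.134 for *S. uvarum* (−0.187 to 0.341) and 0.580 for *N. castellii* (−0.384 to 0.710). Each of these intervals includes 0. By Spearman's rho, the intron value was below the junction value, by a difference of −0.0458 in *S. kudriavzevii*, −0.0224 in *S. uvarum* and −0.131 in *N. castellii*. On log10(value + 0.1) the difference was −0.00431 in *S. kudriavzevii*, 0.0407 in *S. uvarum* and −0.0610 in *N. castellii*. The intron of *EFB1* (chromosome 1, 142254 to 142619), which holds the snoRNA *SNR18* from 142367 to 142468, had the highest RPKM in each library, 7599.41 in *S. cerevisiae*, 7406.16 in *S. kudriavzevii*, 3984.52 in *S. uvarum* and 9441.45 in *N. castellii*. Without this intron, *r* was 0.724, 0.763 and 0.306 for *S. kudriavzevii*, *S. uvarum* and *N. castellii*. This alternative was chosen after seeing the data. So was keeping only the 224 loci called introns in both species, which gave 0.899 for *N. castellii*. Without all introns that hold snoRNAs, *EFB1* included, an alternative set before, *r* was 0.916, 0.936 and 0.287. Without these, *HAC1* and the first *RPL7B* intron, also chosen after seeing the data, *r* was 0.601, 0.633 and 0.538, and the difference from the junction read *r* was −0.103, −0.177 and 0.251. Reads of the snoRNA itself map within the intron, so in the 8 introns of *S. cerevisiae* that hold snoRNAs the intron reads count snoRNA as well as unspliced transcript.

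**Figure D2:**
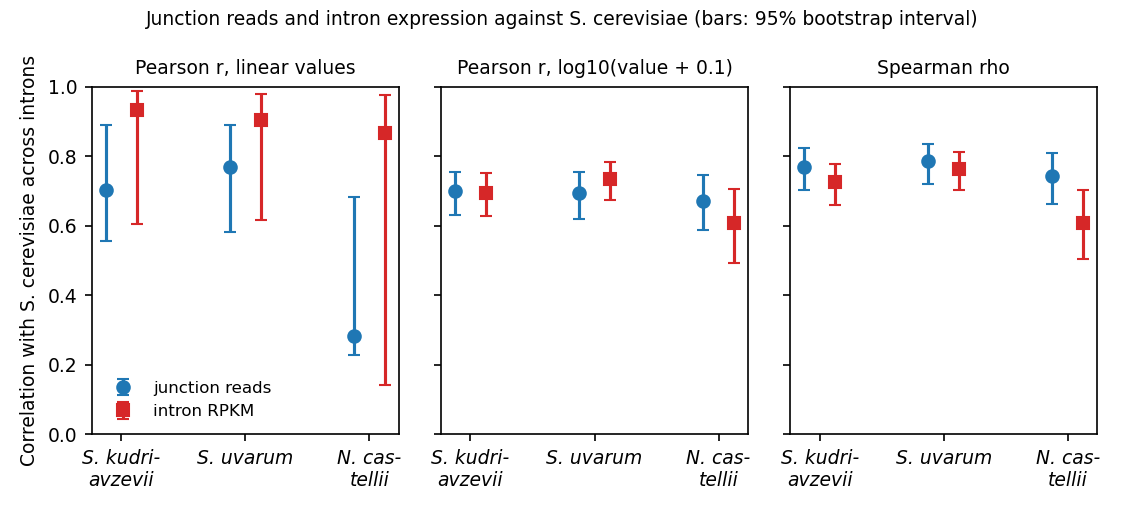
Correlation with *S. cerevisiae* across introns (vertical axis) for junction reads (circles) and intron RPKM (squares) in the 3 other species, as Pearson's *r* on linear values (left), Pearson's *r* on log10(value + 0.1) (middle) and Spearman's rho (right), with 95% bootstrap intervals as bars. On linear values the intron RPKM lies higher in each species (0.934, 0.904 and 0.868 against 0.704, 0.769 and 0.284) with overlapping intervals, and by rho it lies lower in each.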

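Over all introns, on linear values, *r* for *S. kudriavzevii* and *S. uvarum* was 0.704 and 0.769 for junction reads and 0.934 and 0.904 for intron expression, each from 1 library per species. The largest departures from the fitted log10 line of junction reads were *RPS18B* in *S. kudriavzevii*, 7.75 times above it, and *TEF4* in *S. uvarum*, 29.1 times above it. *TEF4* had 99 junction reads in *S. cerevisiae* and 1625 in *S. uvarum*, while its intron RPKM was 2171.03 and 1184.79. In the *N. castellii* comparison *RPS10A* lay 28.6 times above the line. For intron expression, *ASC1* lay 14.7 times above the line in *S. kudriavzevii*, and *SFT1* lay 30.6 times below it in *S. uvarum*, where it had 3 intron reads. In *N. castellii*, *ASC1* lay 68.2 times above the line. From the correlations of junction reads within the *Saccharomyces* sensu stricto group the paper reasons to similar numbers of spliced transcripts. With the higher correlations of intron reads, it takes these results as preliminary evidence that splicing and expression of introns are conserved in this group, and it states that splicing levels need more specific study.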

**Fig. 2.—:**
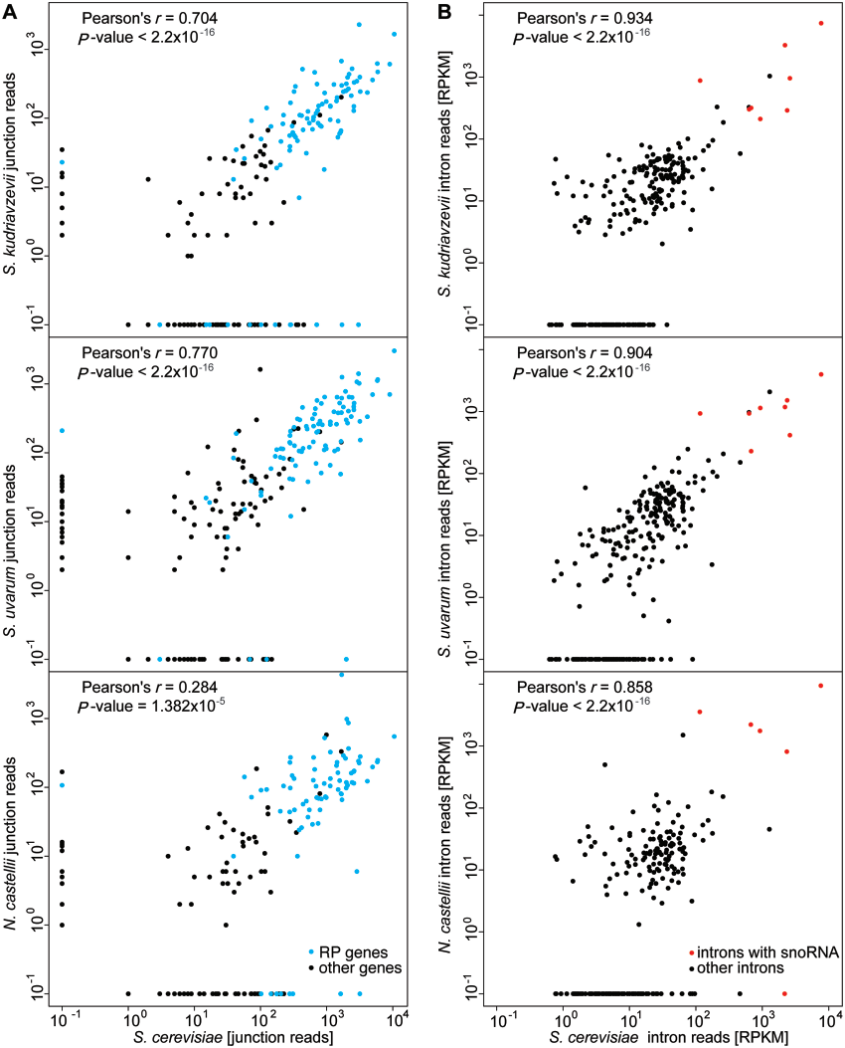
Conservation of intron splicing and expression in RNAseq data. Number of reads spanning confirmed junctions (*A*) and intron expression estimated by the number of reads per kb per million mapped (*B*) *Saccharomyces kudriavzevii*, *S. uvarum,* and *N. castellii* RNAseq is compared with corresponding data from *S. cerevisiae*. RP genes are indicated in blue and snoRNA-containing introns in red. Pearson’s product-moment correlation and *P* value are shown above each graph.

### Identifying Orthologous Introns

We built multiple sequence alignments of intron-containing genes using the annotated gene set from *S. cerevisiae* (SGD) and introns predicted from the RNAseq data obtained for *S. cerevisiae*, *S*. *uvarum*, and *N. castellii*. We extracted the orthologous genes from YGOB and investigated the presence of introns for those species in which the host genes were present. 

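None of the 5 additional introns had junction reads in *S. cerevisiae*. The files place the additional *HOP2* intron of *S. cerevisiae* on chromosome 7 from 436145 to 436374, with 0 junction reads and 11 intron reads. It had 0 junction reads in each of the other 3 species as well, and so did the *HOP2* intron listed from 435680 to 435749, which had 12 intron reads in *S. cerevisiae*. At the deposited coordinates the additional intron opens with CAAAGTCTACAGGATGATTG and ends in TACTAACGAAATCTTTACAG, so it does not begin with GT there. The additional site of *CGI121* is called replaced by cDNA in all 4 species, as are those listed for YPR153W (*MAY24* in the reference) and YPL109C (*CQD1*). The additional YPR170W-B intron is called replaced by cDNA in the 3 *Saccharomyces* species and present in *N. castellii* at locus B (chromosome 8, 28063 to 28188), where it had 36 junction reads and 0 intron reads.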

Manual refinement of these alignments highlighted five additional unannotated introns in genes *HOP2*, *CGI121*, YPR170W-B, YPR153W, and YPL109C, of which only the *HOP2* intron is present in *S. cerevisiae* (the *HOP2* intron is not yet in SGD, but was recently described by Chan et al. [2014]). Thus the total number of ancestral intron sites used for the subsequent phylogenetic analysis was 250. The number of introns identified in each species is shown in table 2. 

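For the 4 species with RNAseq data, the authors' files call an intron present at 290 loci in *S. cerevisiae*, 288 in *S. kudriavzevii*, 287 in *S. uvarum* and 264 in *N. castellii*, over 250 sites. Of these, 235, 233, 232 and 183 are at locus A and 55, 55, 55 and 81 at locus B. Replacement by cDNA is called at 19, 19, 19 and 35 loci, removal by mutation at 1, 1, 1 and 2, and the call is unknown at 10, 11, 12 and 20. Junction reads were listed for 216, 162, 199 and 155 of the introns called present.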

We found 15 more introns in *C. glabrata* than estimated previously (Dujon et al. 2004; Gabaldon et al. 2013), a similar number in *Zygosaccharomyces rouxii* and in *K. lactis*, and around 75% of those previously predicted in *Eremothecium gossypii*, *Lachancea kluyveri*, and *Lachancea thermotolerans* (Neuveglise et al. 2011). Because we focused on introns with orthologs in *S. cerevisiae*, it is expected that we identify only a subset of the introns annotated in the more distant species.

**Table 2:** Number of Introns Found in Each Species

Species	Number of Introns Found	Number of Previously Reported
*Vanderwaltozyma polyspora*	193	–
*Tetrapisispora phaffii*	165	–
*Tetrapisispora blattae*	172	–
*Naumovozyma dairenensis*	234	–
*Naumovia castellii*	265	–
*Kazachstania naganishii*	185	–
*Kazachstania africana*	226	–
*Glabrata glabrata*	144	105^a^, 129^b^^,^^c^
*Saccharomyces uvarum*	287	–
*Saccharomyces kudriavzevii*	288	–
*Saccharomyces mikatae*	288	–
*Saccharomyces cerevisiae*	290	280^a^, 296^c^, 306^d^
*Zygosaccharomyces Rouxii*	173	162^a^, 168^c^
*Torulaspora delbrueckii*	211	–
*Kluyveromyces lactis*	174	129^a^, 176^c^
*Eremothecium gossypii*	197	259^a^, 222^c^
*Eremothecium cymbalariae*	204	–
*Lachancea kluyveri*	241	335^a^, 321^c^
*Lachancea thermotolerans*	226	296^a^, 285^c^
*Lachancea waltii*	222	–
Total	4,385	–

^a^Genosplicing (http://genome.jouy.inra.fr/genosplicing/patterns.html, last accessed September 1, 2014).

^b^Gabaldon et al. (2013).

^c^Neuveglise et al. (2011).

^d^Saccharomyces genome database (http://www.yeastgenome.org, last accessed September 1, 2014).

Based on the multiple sequence alignments of intron sequences (see Supplementary Material online) we investigated the differences in the distance between the BP and the 3′-splice site (referred to as the S2 distance) among 20 species. As reported previously, we found increased S2 distances in *C. glabrata*, *K. lactis* and to lesser extent in *Saccharomyces* sensu stricto, *Kazachstania* sp. and *Naumovozyma* sp. All those species have lost the *U2AF1* splicing factor postulated to be correlated with short S2 distances (Neuveglise et al. 2011). However, *Vanderwaltozyma polyspora*, *Tetrapisispora phaffii*, and *Tetrapisispora blattae* also have a median S2 distance higher than 30 despite possessing the *U2AF1* gene (fig. 3*A*). We examined the *U2AF1* gene and protein structure in detail, and found that *T. blattae* and *T. phaffii* are the only species without the intron splitting the initial cysteine codon of the first zinc finger domain. The *T. blattae* and *T. phaffii U2AF1* proteins also contain 105 and 60 amino acid insertions, respectively, but maintain all crucial domains (fig. 3*B*). The *V. polyspora U2AF1* gene contains the intron in the typical position and does not have extensive insertions. It was previously suggested that the loss of the *U2AF1* protein might be responsible for increased S2 distance (Neuveglise et al. 2011). Our data show that this is not the case, at least in the *Vanderwaltozyma–Tetrapisispora* group. A causal relationship between *U2AF1* loss and increased S2 distance is therefore unproven, but our data are consistent with an increased S2 distance allowing *U2AF1* to be lost in some species, rather than vice versa.

**Fig. 3.—:**
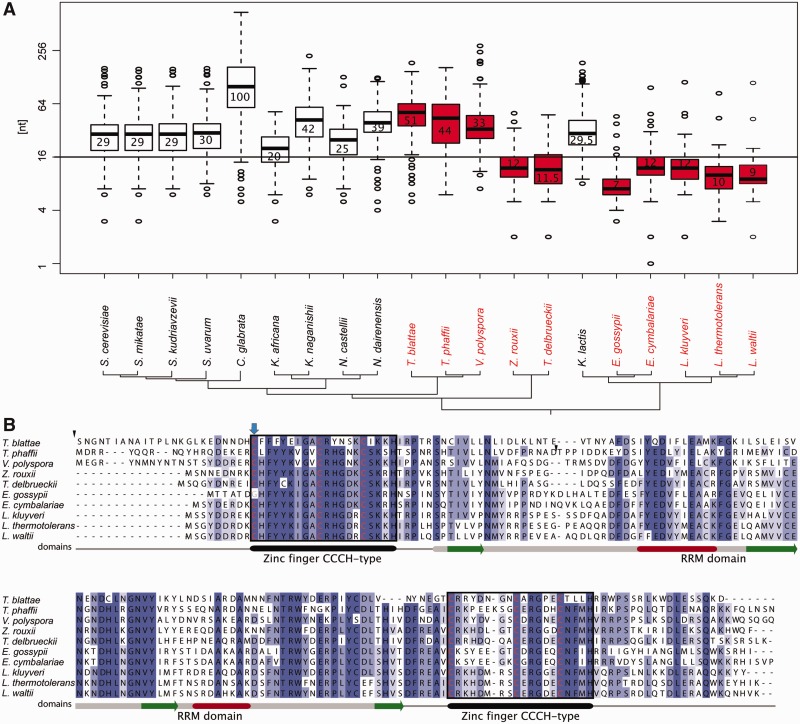
S2 distance and U2AF1 gene conservation. (*A*) Boxplot of log_2_ S2 distance based on constructed alignments. Species indicated in red contain the copy of U2AF1 gene. The mean S2 value for each species is displayed. (*B*) Alignment of the U2AF1 protein with indicated insertions (black triangles), the intron position (blue arrow) and protein domain structure; green arrows, β-strands; red boxes, α-helices.

### Intron Gain and Loss

Across the 20 species and 235 ancestral genes, there were total of 5,553 “intron sites,” defined as sites that could contain an intron based on the presence of an intron at that position in at least one other species. In total, 1,168 of these intron sites are without an intron (0.21 introns missing per site per species) and 4,385 contained an intron (fig. 4, supplementary table S1, Supplementary Material online). The majority of missing introns (825/1,168, 71%) left the gene replaced with its cDNA version (adding or deleting a maximum of two codons, fig. 5*A*). There were 33 instances in 14 genes when intron removal was accompanied by a deletion or insertion of 3–40 codons. We found one clear case of intron sliding in the *RPS22B* gene in *Eremothecium cymbalariae*, *E. gossypii*, and *K. lactis*, where the 5′-UTR intron has been moved into the open reading frame (ORF) and is present after the initial A (fig. 5*B*). Finally, 310 additional introns, mainly in 5′-UTRs, appear to have been lost, but the mechanism of loss is unclear.

**Fig. 4.—:**
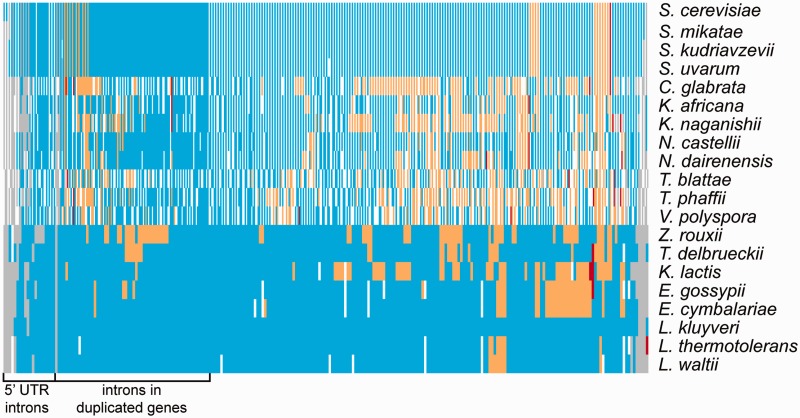
Heatmap showing intron evolution within YGOB species. Each row represents one of the species listed on the right. Each column corresponds to an ancestral intron. For post-WGD species columns are divided in two to represent the presence of the duplicate copies. Blue indicates intron presence, orange indicates loss by replacement of the gene with cDNA, red shows intron loss accompanied by additional codons inserted or deleted, and gray shows unknown state of intron.

**Fig. 5.—:**
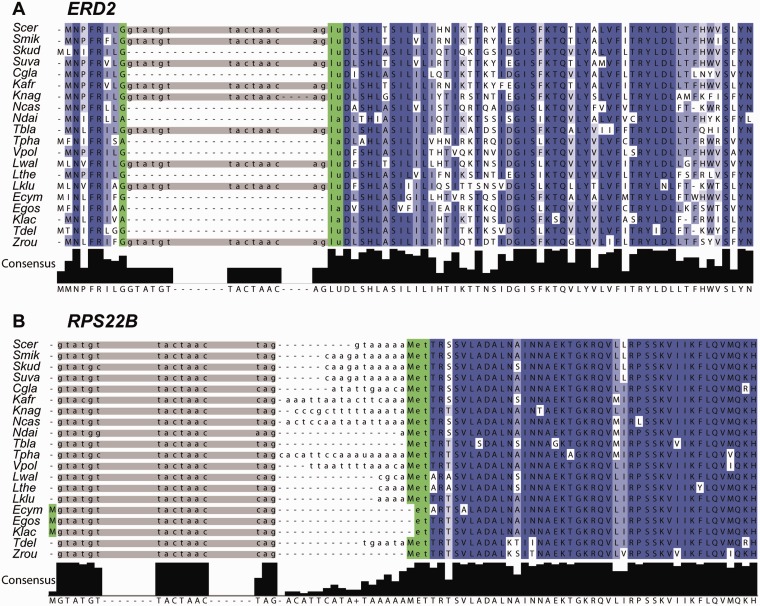
Intron alignments showing different outcomes of intron loss. Blue shading indicates protein conservation. Introns are represented by gray boxes with 5′-ss, BP and 3′-ss sequences shown. Species: *Saccharomyces cerevisiae*, *Saccharomyces mikatae*, *Saccharomyces kudriavzevii*, *Saccharomyces uvarum*, *Candida glabrata*, *Kazachstania africana*, *Kazachstania naganishii*, *Naumovozyma dairenensis*, *Naumovozyma castellii*, *Tetrapisispora blattae*, *Tetrapisispora phaffii*, *Vanderwaltozyma polyspora*, *Lachancea waltii*, *Lachancea thermotolerans*, *Lachancea kluyveri*, *Eremothecium cymbalariae*, *Eremothecium gossypii*, *Kluyveromyces lactis*, *Torulaspora delbrueckii*, and *Zygosaccharomyces rouxii*. (*A*) Protein alignment around the intron positions in the *ERD2* gene shows a typical example of multiple perfect intron losses. A codon interrupted by the intron is highlighted in green. (*B*) Protein alignment of the first exon of *RPS22B* showing 5′-UTR intron sliding into ORF in *E. cymbalariae*, *E. gossypii*, and *K. lactis*. The first methionine is indicated in green.

In order to understand better the evolutionary history of each intron, we placed intron gain and loss events on a phylogenetic tree using Dollo parsimony, and refined those placements by manual inspection. We found 630 evolutionary events of intron loss in 205 introns, with 159 introns lost more than once. Evidence for intron gains was much sparser: We identified only eight potential gain events in eight distinct genes. 

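In the authors' files the *MCR1* and *MTR2* introns are called present in *S. cerevisiae* and unknown in *S. kudriavzevii*, *S. uvarum* and *N. castellii*. The *MCR1* intron lies on chromosome 11 from 166400 to 166487 (88 nt), with the 5′ splice site GTACGT and TACTAAC 12 nt from its 3′ end. The *MTR2* intron lies on chromosome 11 from 93303 to 93515 (213 nt) and begins with GTATGT. In *S. cerevisiae* both had 0 junction reads, with 11 intron reads for *MCR1* and 72 for *MTR2*, so their splicing was not detected in this library.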

Introns in the 5′-UTR of both *MCR1* and *MTR2* were only present in *S. cerevisiae*. 

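The *MRK1* intron is called present in *S. cerevisiae* (chromosome 4, 314045 to 314336, 292 nt), *S. kudriavzevii* and *S. uvarum* and unknown in *N. castellii*. It had 2 junction reads and 17 intron reads in *S. cerevisiae*, 0 and 0 in *S. kudriavzevii*, and 0 and 3 in *S. uvarum*. These reads are too few to compare its splicing between species.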

The *MRK1* intron was only found in *Saccharomyces* sensu stricto. An additional intron in the YPL109C gene has been gained in *L. thermotolerans* and *L. kluyveri*. 

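The *GCR1* intron is called present in all 4 species. In *S. cerevisiae* it lies on chromosome 16 from 412262 to 413012 (751 nt), begins with GTATGA, and had 8 junction reads, 910 intron reads and an intron RPKM of 86.92. It had 0 junction reads in the other 3 species, with an intron RPKM of 24.26 in *S. kudriavzevii*, 26.89 in *S. uvarum* and 3.13 in *N. castellii*. The *USV1* intron is called present in *S. cerevisiae*, *S. kudriavzevii* and *S. uvarum*. It had 1 junction read and 2 intron reads in *S. cerevisiae* and 0 of both in the other 2. The YJR112W-A intron is called present in *S. cerevisiae* only (chromosome 10, 637810 to 637858, 49 nt), where it had 0 junction and 0 intron reads. The additional *RPS22B* intron had 32 junction reads in *S. cerevisiae*, 0 in *S. kudriavzevii* and 6 in *S. uvarum*, and its call in *N. castellii* is unknown.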

We were able to identify divergent orthologous introns in *GCR1*, *USV1*, *YJR112W-A*, and an additional intron in *RPS22B*, in closely related species only, and thus it is unclear if these should be considered true gains. We conclude that intron gain events in yeast species occur at least two orders of magnitude less frequently than intron loss events. For 38 ancestral introns, all extant host genes in all species tested also contain an orthologous intron. Nineteen of those introns were found in RPGs.

Some branches of the species tree have experienced more extensive intron loss than others (fig. 6). *Candida glabrata* has the highest apparent number of intron losses in this analysis: Of 266 genes orthologous to intron-containing genes in other species, *C. glabrata* contains only 144 introns. Additionally, *C. glabrata* appears to retain only one copy of each intron-containing gene after WGD (fig. 4), in contrast with other post-WGD species. Previous phylogenetic analyses placed *V. polyspora*, *Tetrapisispora phaffii*, and *T. blattae* most distant of the post-WGD species from *S. cerevisiae* (Hedtke et al. 2006; Scannell et al. 2007). Our results show *V. polyspora*, *Tetrapisispora phaffii*, and *T. blattae* have also experienced higher than average numbers of intron loss events. However, intron losses are not exclusive to post-WGD species, as exemplified by Z*. rouxii*, in which we identify 38 fewer introns than the sister species *Torulaspora delbrueckii.* At the other end of the spectrum, *L. kluyveri* has nine introns missing, with seven of them likely to be gains in other species and only one loss by an unknown mechanism on the *L. kluyveri* branch (figs. 4 and 6).

**Fig. 6.—:**
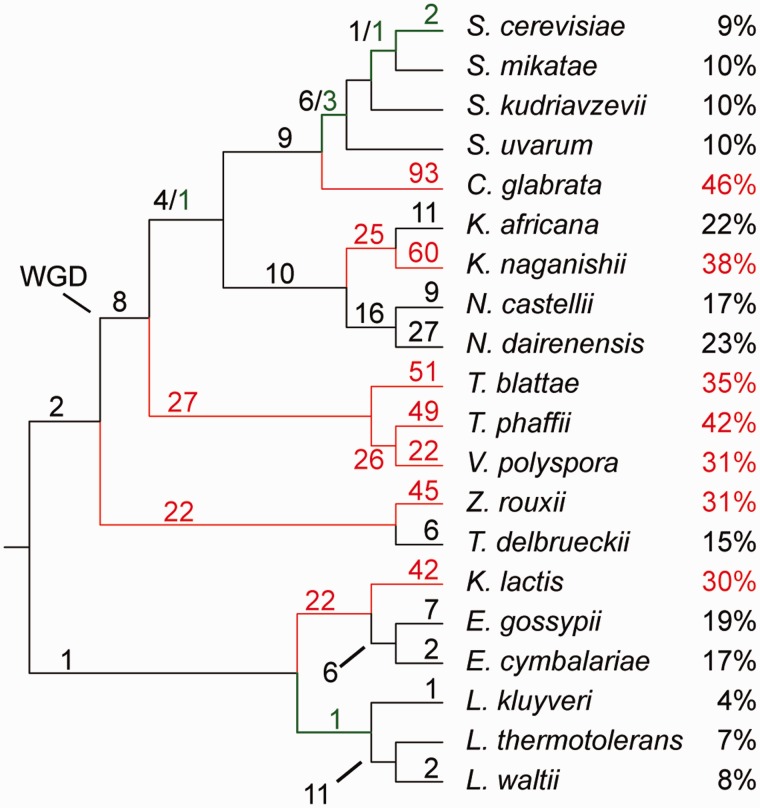
Tree displaying mapped intron gains and losses in YGOB species. The number above a branch indicates gain (green) and loss (red/black) on this branch. The number above a tip indicates gain/losses that happened in each species. Branches with more than 20 losses and species with more than 40 losses are displayed in red. The percentages on the right represent the proportion of genes with lost introns. The tree topology was taken from YGOB ver 7 (Byrne and Wolfe 2005) after Hedtke et al. (2006).

### Evolutionary History of Intronic snoRNAs

It has been observed that introns containing functional noncoding RNAs are usually well conserved across a broad evolutionary range (Chorev and Carmel 2013). Our analysis highlights examples where introns encoding snoRNAs have been lost. We therefore investigated the conservation of intronic snoRNAs in more depth, taking into account WGD. We found that after WGD, one genomic copy of the protein gene carrying intronic snoRNAs was retained in 64 out of 84 cases across all genomes, preserving both the intron and the snoRNA (fig. 7*A*). We found only 13 cases where an intron encoding a snoRNA was lost from the host gene. Only in the case of snR191 in the *NOG2* gene of *Naumovozyma dairenensis* did intron loss lead to snoRNA removal from the genome. *Kazachstania africana* has lost the same intron, but an additional copy of snR191 is present in a region non-paralogous to *NOG2*. In the five cases where the intron encoding the snoRNA was lost, the snoRNA was retained within the intron of the paralogous gene, and for another six cases a copy of snoRNA was present in the paralogous region but without the associated protein-coding gene (fig. 7*B*). This last mode of gene loss with retention of the intronic snoRNAs was previously described as “snoRNA deintronization” and has been shown to be common in the evolution of snoRNA genes in the Saccharomycetaceae (Mitrovich et al. 2010).

**Fig. 7.—:**
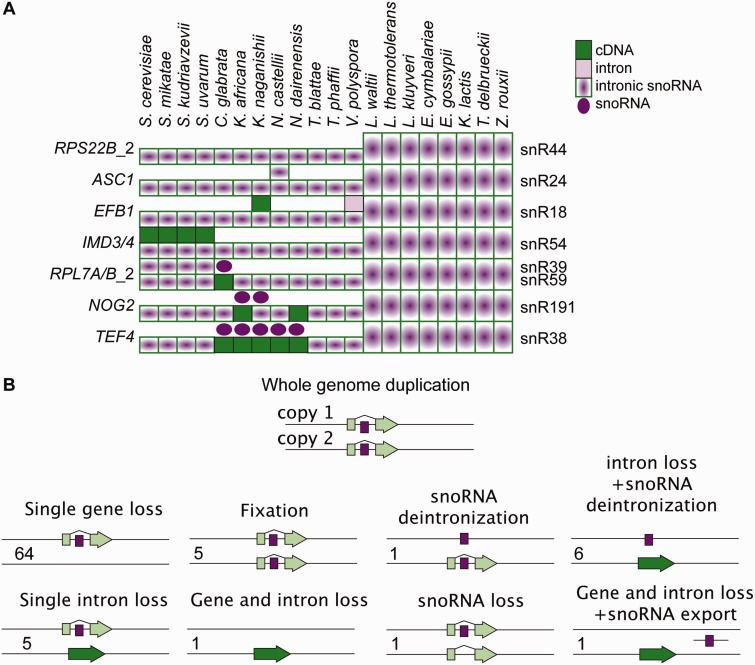
Evolution of intronic snoRNAs. (*A*) Diagram illustrating presence of intronic snoRNAs and their host genes in the *Saccharomyces* clade. Species are listed on the top, gene names are on the left, and intronic snoRNAs names are on the right. For post-WGD species, the state of both loci is shown according to the key in the top right corner. (*B*) Possible postduplication fates of genes with intronic snoRNAs. Numbers on the left indicate how many times each state was observed for eight intronic snoRNAs in 12 post-WGD species.

### Conservation of Ribosomal Protein Introns

Introns in RPGs have been implicated in maintaining the correct expression ratio of paralogous mRNAs in *S. cerevisiae* (Parenteau et al. 2011). It is well known that introns in ribosomal protein genes in *S. cerevisiae* are longer on average than introns of any other protein class (Neuveglise et al. 2011; Parenteau et al. 2011). We found 59 ancestral RPG introns in 56 cytoplasmic and 2 mitochondrial RPGs. The unusual nature of RPG introns is also reflected in the number of intron gains and losses: 105 losses for 59 ancestral introns across the 20 species, corresponding to 0.07 introns lost per locus in each species (compared with 0.21 for all introns). There are only two cases where the RPG appears to be lost from the genome—*MRPL44* in *T. blattae* and *RPL30* in *Lachancea waltii*. *MRPL44* is a mitochondrial ribosomal protein and *S. cerevisiae* knockout mutants are viable, although with decreased competitive fitness. The *RPL30* protein is essential in *S. cerevisiae* and additionally has a regulatory feedback loop residing on exon–intron boundary. How *L. waltii* compensates for the loss of this crucial 60S ribosome component remains to be discovered.

In the *S. cerevisiae* genome, 47 of the intron-containing RPGs have a paralogous copy. 

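The files list 59 ancestral RPG intron sites. In *S. cerevisiae*, 47 of them have both loci, and 12 have 1 locus. Junction reads were listed for both introns of 46 of the 47 pairs in *S. cerevisiae*, and for 1 of them in the remaining pair.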

Interestingly, in *Saccharomyces* sensu stricto, paralogs of intron-containing ribosomal proteins always have the paralogous intron as well (fig. 8*A*). This result, together with the strong conservation of spliced transcript number and intron expression (fig. 2), suggests that the function of RPG introns is conserved across *Saccharomyces* sensu stricto*.* However, outside the *Saccharomyces* sensu stricto, there are multiple instances of the loss of one of the paralogous copies of a ribosomal protein gene. 

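At each of the 47 RPG sites with both loci, the files call an intron at both loci in *S. cerevisiae*, *S. kudriavzevii* and *S. uvarum*. Both introns had junction reads for 46 pairs in *S. cerevisiae*, 39 in *S. kudriavzevii* and 43 in *S. uvarum*. In *S. kudriavzevii*, 7 pairs had junction reads for 1 of both introns and 1 pair for neither. In *S. uvarum*, 4 pairs had them for 1 intron.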

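Across RPG introns alone, Pearson's *r* of junction reads with *S. cerevisiae* on log10(reads + 0.1) was 0.529 for *S. kudriavzevii* (95% bootstrap interval 0.338 to 0.722, 106 introns) and 0.534 for *S. uvarum* (0.309 to 0.783, 106 introns). For *N. castellii*, it was 0.272 (0.0866 to 0.514, 89 introns). Outside RPGs it was 0.419 (0.281 to 0.540) for *S. kudriavzevii*, 0.417 (0.288 to 0.538) for *S. uvarum* and 0.400 (0.223 to 0.546) for *N. castellii*. On this log10 scale, the intervals of RPG introns and of other introns overlap in each species. Linear values differed more, and in no single direction. There, *r* across RPG introns and across other introns was 0.618 and 0.854 for *S. kudriavzevii*. It was 0.747 and 0.233 for *S. uvarum*, and 0.155 and 0.760 for *N. castellii*. Single introns may weigh heavily on these linear values. *TEF4*, outside RPGs, had 99 junction reads in *S. cerevisiae* and 1625 in *S. uvarum*. *RPS10A*, in an RPG, had 1690 in *S. cerevisiae* and 4330 in *N. castellii*. Within each class, *r* was not computed without them. For the junction reads of RPG introns, the alternatives ran from 0.155 on linear values to 0.506 by Spearman's rho in *N. castellii*. In *S. kudriavzevii* and *S. uvarum*, each alternative gave a higher junction value than 0.529 and 0.534, from 0.606 to 0.686 in *S. kudriavzevii* and from 0.619 to 0.747 in *S. uvarum*. For intron expression on log10(RPKM + 0.1), *r* across RPG introns was 0.684 (0.468 to 0.812) for *S. kudriavzevii*, 0.495 (0.273 to 0.712) for *S. uvarum* and 0.462 (0.188 to 0.686) for *N. castellii*. Of the 96 RPG introns with at least 100 junction reads in *S. cerevisiae*, 9 had 0 in at least 1 of *S. kudriavzevii* and *S. uvarum*. They include *RPS23A* and *RPS23B*, with 3027 and 1706 in *S. cerevisiae*, 1409 and 1257 in *S. uvarum* and 0 in *S. kudriavzevii*.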

*Candida glabrata* and *T. blattae* show particularly striking patterns: In 51 and 48 out of 59 ancestral introns respectively, only one copy of the RPG is retained, but all retained copies preserve the intron. In contrast, *N. castellii* and *N. dairenensis* nearly always retain the duplicated ribosomal protein genes together with their introns. 

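In *N. castellii*, 45 of the 59 RPG intron sites have both loci in the files, and 40 of them have an intron at both. The other 5, *RPL27A*/*RPL27B*, *RPL16A*/*RPL16B*, *RPL43A*/*RPL43B*, *RPL6A*/*RPL6B* and *RPL25*, have 1 locus with an intron and 1 called replaced by cDNA. Both introns had junction reads for 32 of the 40 pairs, and 1 of both for the other 8.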

In other post-WGD species there is a varied degree of conservation of both ribosomal protein genes and introns. The only intron retained in both copies in 18 out of 20 genomes was in the paralogous *RPS9A*/*B* gene pair. *RPS9A*/*B* splicing has been reported to autoregulate the host genes not only in *S. cerevisiae* but also in *Drosophila melanogaster* (Plocik and Guthrie 2012), thus it is not surprising that the presence of both intron-containing *RPS9* copies is required in yeast. Among pre-WGD species, the most prone to lose introns from RPGs was *Z. rouxii*, with 26 introns missing out of an ancestral 59. It is also the only species where the number and length of RPG introns do not differ from other introns (fig. 8*B*). In summary, distinctive patterns for RPG intron conservation in different species lead us to conclude that the unusual characteristics of RPG introns are not shared by the whole Saccharomycetaceae, and are probably restricted to the *Saccharomyces* sensu stricto species.

**Fig. 8.—:**
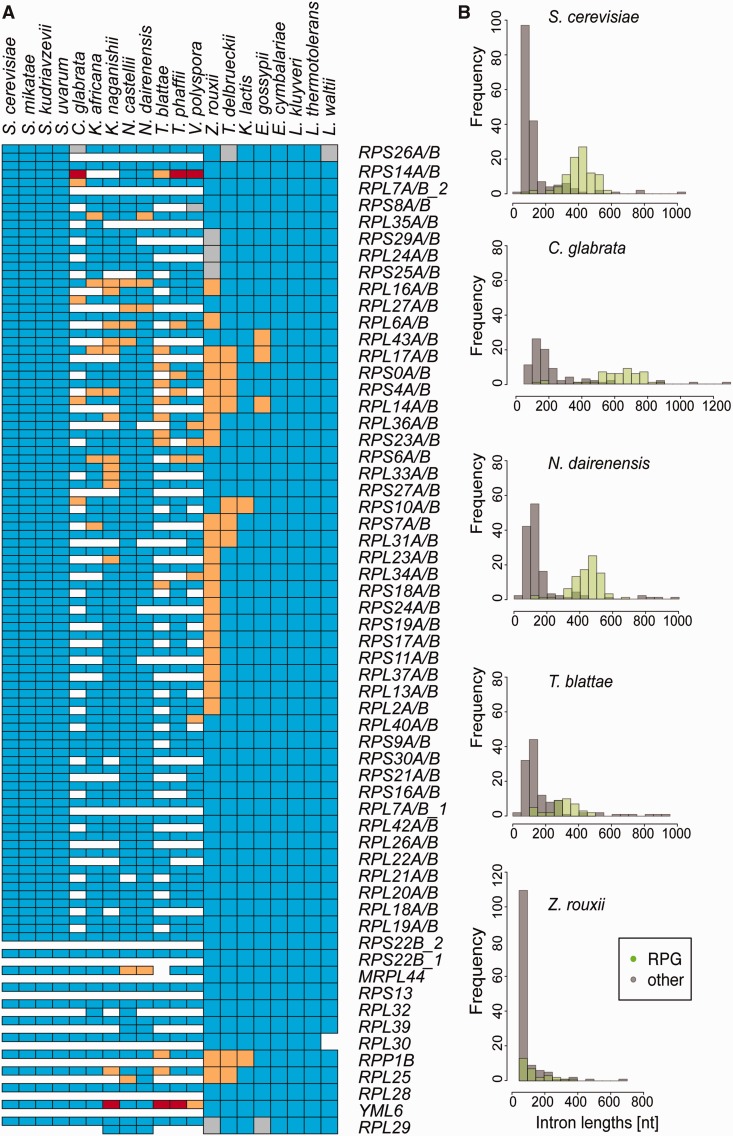
Introns in ribosomal protein genes. (*A*) Conservation of introns in RPGs. Each column represents one of the species listed above. Each row corresponds to an ancestral intron in ribosomal protein gene. For post-WGD species rows are divided in two to represent the presence of the duplicated copy. Legend: blue, intron present; orange, intron replaced with cDNA; red, intron removed with mutation; gray, intron not found. (*B*) Intron length frequency graphs for RPGs (green) and other genes (gray) in representative species. All species except *Z. rouxii* show some degree of bimodality in intron length distribution.

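From the coordinates in the authors' files, the median length of RPG introns was 404 nt in *S. cerevisiae* (95% bootstrap interval 394 to 415, 106 introns), 408.5 nt in *S. kudriavzevii*, 419.5 nt in *S. uvarum* and 375 nt in *N. castellii*. Other introns had medians of 96 nt in *S. cerevisiae* (91.5 to 102, 184 introns), 95.5 nt in *S. kudriavzevii*, 97 nt in *S. uvarum* and 84 nt in *N. castellii*. Lengths above 200 nt were found for 97.2% of RPG introns and 17.9% of other introns in *S. cerevisiae*, and for 95.8% and 13.9% in *N. castellii*. Tophat was run by the authors with introns limited to 49 to 1050 bp, while the listed introns also come from annotation and alignments and run from 49 to 1002 nt in *S. cerevisiae*.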

## Discussion

### Intron Evolution Is Branch- and Species-Specific

This work represents a comprehensive evolutionary analysis of introns in the Saccharomycetaceae. It was previously proposed that hemiascomycetous fungi have undergone extensive intron loss (Stajich et al. 2007). The species in the Saccharomycetaceae continued to lose introns even after the divergence from CTG species and early branching species like *Y. lipolytica* (Neuveglise et al. 2011). We observed that specific species and branches have undergone additional intron loss compared with *S. cerevisiae*. *Candida glabrata* has experienced a particularly high number of intron losses and is an extremely intron poor species. This is consistent with the postulated reductive evolution of the *C. glabrata* genome, and the extensive loss of paralogous genes, both likely consequences of its pathogenic mode of life (Dujon et al. 2004). Intron loss has also been particularly high in some other clades, both that diverged before and after the WGD event: The *Zygosaccharomyces* clade (represented here by *Z. rouxii*) and the *Vanderwaltozyma* clade (represented by *V. polyspora)* (Souciet et al. 2009). In contrast to *C. glabrata* and Z. *rouxii*, which have undergone reductions in genome size, *V. polyspora* has a similar genome size and gene number to *S. cerevisiae* (Scannell et al. 2007). We therefore suggest that increased gene density is neither sufficient nor necessary for increased intron loss in yeast.

### Prevalent Intron Loss Provides Insight into Mechanisms of Deletion

Our results show that introns are usually lost with very high precision, with at most two codons inserted or deleted at the intron–exon boundaries. Both microhomology-mediated intron loss and reverse transcription of spliced mRNA and homologous DNA recombination (Mourier and Jeffares 2003) can lead to the replacement of intron-containing genes with their intronless versions. All yeast species exhibit a 5′-bias in intron positions (Bolotin-Fukuhara et al. 2006), a bias only explained by homologous recombination between cDNA and gene (Mourier and Jeffares 2003). We therefore assume that homologous recombination is responsible for the majority of intron losses that accompanied the divergence of yeasts from other fungi. Outside the *Saccharomyces* sensu stricto, individual species have lost between 15% and 46% of their introns, except for the *Lachancea* clade, where 7% of the introns tested appeared to have been lost on average. The most extreme case of intron retention is *L. kluyveri* for which we observe a total of nine introns missing, seven of which are probably intron gains in other species. Interestingly, *L. kluyveri* has undergone an unprecedented loss of the proteins mediating NHEJ and MMEJ pathways of DNA repair (Gordon et al. 2011). The closest relatives, *L. waltii* and *L. thermotolerans*, contain all genes involved in NHEJ/MMEJ, and we observed 13 events of perfect intron deletion. We therefore hypothesize that the inability of *L. kluyveri* to remove introns by replacement of the gene by the cDNA may be due to the loss of the NHEJ/MMEJ pathways. This observation is consistent with previously proposed models of precise intron loss mediated by NHEJ/MMEJ (Hu 2006; Farlow et al. 2011; van Schendel and Tijsterman 2013). Against the background of intron loss by homologous recombination in the yeast ancestor, the data therefore suggest that the microhomology-mediated end joining pathway may have contributed to intron loss within recent clades of hemiascomycetes.

Imperfect intron removal can alter the encoded protein and thus contribute to the landscape of protein evolution. We found 33 cases of insertion or deletion of more than three codons associated with intron loss—these might be due to an imperfect intron removal mechanism, such as degeneration of splice signals and subsequent deletions with preservation of the reading frame phase, or imprecise intron removal by NHEJ/MMEJ pathway. We observed intron sliding only in the *RPS22B* gene. Our results therefore indicate that imperfect intron removal events are rare, with only around 2.6% of intron losses resulting in addition or deletion of more than three codons.

### Intron Evolution Patterns after Whole-Genome Duplication

We analyzed in detail the evolutionary history of the eight intronic snoRNAs present in *S. cerevisiae*. Mitrovich et al. (2010) postulated that intronic snoRNAs have been “deintronized” in the *Saccharomycotina* clade through mutation of the boundary exons such that the snoRNAs have been conserved while eliminating the protein-encoding genes. Our evidence suggests that WGD can facilitate this process. In post-WGD species, protein-coding and intronic snoRNA genes have subfunctionalized, leading to retention of the intronless version of the gene at one duplicated locus, and retention of the snoRNA gene and loss of the protein-coding gene at the other. Besides deintronization of snoRNAs, single intron loss after duplication was also common, and other variations on modifying or decoupling protein and RNA genes were also observed (fig. 7).

Ribosomal protein genes appear to have a distinct mode of intron evolution. It has been previously noted that in *S. cerevisiae*, RPGs are enriched in introns and the introns are longer than for other classes of genes (Rodriguez-Medina and Rymond 1994; Spingola et al. 1999). The increased number and size of RPG introns have also been observed for *C. glabrata*, *K. lactis*, and *E. gossypii* (Neuveglise et al. 2011), and in all species besides *Z. rouxii* in this study, thus it is a feature that is pertinent to both pre- and post-WGD species. However, the degree of conservation of RPGs and introns varies among post-WGD species. We speculate that *Saccharomyces* sensu stricto retained most of the duplicated RPGs, and subsequently evolved a distinct mechanism regulating their expression. Accordingly, we observe a strict retention of RPG introns within *Saccharomyces* sensu stricto species. *Candida glabrata* and *T. blattae* may have coped with the duplication of RPGs by reverting to the preduplication state in which only one of the RPG paralogs is retained. All species usually maintain at least one intron-containing copy of each RPG, with the exception of *Z. rouxii*, which exhibited increased intron loss. *Zygosaccharomyces rouxii* is a halotolerant and osmotolerant species responsible for food spoilage. It was reported previously that *S. cerevisiae* introns contribute to the fitness in challenging stress conditions, so it would be expected that those introns would be kept in *Z. rouxii*, which is frequently exposed to stress concentrations of salt and sugar. We therefore hypothesise that *Z. rouxii* has developed other mechanisms to increase its tolerance to stress, and the greater loss of introns observed for *Z. rouxii* is due to relaxation or removal of the constraints on intron maintenance. We conclude that RPG introns have been preferentially kept in yeast genomes. It is likely that the introns perform different functions in different species. For example, in the *Saccharomyces* sensu stricto, the introns are probably regulating the level of RPG mRNAs, as reported by Parenteau et al. (2011), but in *Z. rouxii* their functional importance is decreased.

## Conclusions

Our multiple sequence alignments of orthologous introns in Saccharomycetaceae provide an unprecedented resource for the study of intron evolution in intron-poor genomes. Their analysis, together with RNAseq data, allows us to identify hundreds of previously unannotated introns in yeast species. We provide direct evidence for postulated mechanisms of yeast intron evolution. In particular, our data strongly support the prevalence of precise intron loss by homologous recombination of mature mRNA and genomic locus, but also NHEJ/MMEJ-mediated intron loss, in the recent history of Saccharomycetaceae. The complexity of organism-, gene- and intron-specific factors that affect intron fate are only just beginning to be understood.

## Supplementary Material

Supplementary table S1 and supplementary alignment information are available at *Genome Biology and Evolution* online (http://www.gbe.oxfordjournals.org/).

Supplementary Data

# Supplementary material for: Intron Evolution in Saccharomycetaceae
**Source:** Genome Biol Evol. 2014 Sep 9;6(9):2543–56. doi: 10.1093/gbe/evu196
**Supplement:** Supplementary Data

Intron evolution in Saccharomycetaceae — Intron Evolution in Saccharomycetaceae — Supplementary Data 

# Intron Evolution in Saccharomycetaceae

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - zip file

How the deposited data were processed for this re-analysis (not part of the article)

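RNA of *S. cerevisiae*, *S. kudriavzevii*, *S. uvarum* and *N. castellii* was sequenced by the authors as 1 library per species. They depleted rRNA from 10 µg of total RNA, sequenced 50 nt SOLiD reads, kept reads with an average quality above 20, and mapped them to the genomes of the Yeast Gene Order Browser with Bowtie 0.12.7, allowing 2 mismatches and keeping reads with 1 location. They found junctions with Tophat at default parameters and intron lengths of 49 to 1050 bp. RNA of *S. cerevisiae* was extracted with Trizol and lithium chloride and that of the other species with a Qiagen kit, and *S. cerevisiae* was loaded apart from the 3 others. Species and batch are therefore confounded.

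The authors deposited 1 table per species with a line per ancestral intron site and 2 loci per site. The junction and intron read numbers are counts that the authors deposited without normalization, and all of them were checked to be whole numbers of at least 0. The normalized junction reads deposited by the authors equal the counts divided by 1 constant per library. The RPKM values that the authors deposited follow from the intron reads, the intron length and 1 total per library. That total, worked back from RPKM, corresponds to 18.0% of the sequenced reads in *S. cerevisiae*, 42.1% in *S. kudriavzevii*, 23.0% in *S. uvarum* and 21.1% in *N. castellii*. The sequenced reads stated in the paper are 77286181, 6287432, 23993647 and 7909274. The calls of presence, cDNA, mutation or unknown are the authors' own. The rule by which reads were assigned to introns was not examined.

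From these tables, an intron was counted as predicted with at least 1 junction read. Correlations with *S. cerevisiae* were Pearson's *r* on linear values over all introns paired by site and locus, with a 95% percentile bootstrap interval over introns from 2000 draws with seed 1. For RPGs, which were the genes the files class as RP or intex, log10(reads + 0.1) was used. No *P* value is given, since introns are not independent replicates and there is 1 library per species. The *P* values in Fig. 2 were not recomputed. The bootstrap and the measures of influence and residual were tested on simulated data. The interval held the true correlation in 97 of 100 simulated data sets of normally distributed values, with fewer draws. Linear values with a few very high introns were not simulated for it, so the 97 does not extend to the intervals of linear *r*. The planted intron was found in 50 of 50 for each measure. The intervals cover the choice of introns only. Counting error and variation between cultures are not in them.

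The introns named beside the paper's text follow a rule set before the data were examined. They are those of table 1, those that hold snoRNAs, and, for each species and measure, the 3 introns whose removal changes *r* most and the 3 with the largest residual from the log10 line among introns with at least 10 junction reads, or an RPKM above 1, in both species. Introns that the paper names at the sentences concerned were added, as were *RPS23A* and *RPS23B*, picked after seeing their values. The closing section also names introns outside this rule, which were listed by criteria written after the values had been seen. The alternatives set before the data were examined were other minimum read numbers, thinning to the fewest sequenced reads, pseudocounts of 0.1 and 1, Spearman's rho, and leaving out zeros, RPG introns, snoRNA introns or the 3 introns with the most reads. Leaving out the most influential intron, the *EFB1* intron, all snoRNA introns with *HAC1* and the first *RPL7B* intron, or loci not called introns in both species was added after the data were examined.

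Splice signals were read from the S288C reference R64, at the coordinates in the *S. cerevisiae* table. A margin of 1500 bp around the named gene was allowed when coordinates were checked, and 288 of 290 introns passed. The branch point search was for TACTAAC only. Genomes of the other species were not used here, and gene symbols come from the files and the reference annotation. At one pair of RPL19 loci the *S. cerevisiae* and *S. kudriavzevii* tables list the paralogs in the opposite order to the *S. uvarum* table, and the pairing by locus was kept as the files give it. Uniqueness of junction reads was estimated by comparing 50 nt windows across all listed *S. cerevisiae* junctions, with at least 8 nt on each side and up to 2 mismatches. Paralog ratios used pairs with at least 10 junction reads in the other species and a pseudocount of 1, and the comparison of RPG introns without junction reads used a minimum of 100 junction reads in *S. cerevisiae*. The relation of junction reads to intron loss used locus A in *S. cerevisiae* and the share of cDNA calls among intron, cDNA and mutation calls in the 16 other species of Table S1. These minimums were set while the tests were written and were not varied.

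The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and the plots matplotlib 3.10.9. The alignments, the tree and the 16 species without RNAseq were not analysed here, apart from the calls in Table S1.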

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

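The tests of read number, intron length and splice sites for the *S. cerevisiae* introns without junction reads, of the splice sites of *HAC1*, of the equal *RPL7B* numbers, of the *TEF4* intron RPKM and all tests of the *ASC1* and *SFT1* intron reads were chosen only after their result was seen, and every test of a single intron was chosen after that intron had stood out. In the whole closing section 30 tests are reported, 18 set down before and 12 after the result they measure was seen, and 11 of them could not decide. Each species has 1 library, and species and batch are confounded.

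In *S. cerevisiae*, the deepest library, 37 introns had 0 junction reads although the same intron had junction reads in another species, 27 of them in *S. uvarum*. Of the 37, 15 had junction reads in at least 2 other species and 1 lies in an RPG. Had each intron the share of junction reads it has in *S. uvarum*, sampling alone would leave 0.00221 of the 198 introns with *S. uvarum* junction reads at 0. Of the 27, 12 had under 10 *S. uvarum* junction reads, so their shares are uncertain and, as they were picked for having reads, tend to be too high. With the lower 95% bound of each *S. uvarum* number, 2.07 introns would be left at 0. Both values cover counting error only. Within that limit, too few reads do not account for most of the 27. The median length of all 37 was 113 nt against 96 nt for introns outside RPGs with junction reads, which goes against short introns being missed. Of the 37, 0 lacked GT or AG, and 0 had under 50 percent unique junction windows. The 37 were picked for junction reads in another species. Introns with splice sites that the junction search cannot report there were thus left out beforehand, and the 0 for GT and AG carries little weight. The median intron RPKM of the 37 was 6.35 against 8.22, which lies between the limits set for low transcription. An annotated exon under 25 nt beside the intron was found for 48.5% of the 33 of them that could be examined, against 35.2% of the 105 others, which also lies between the limits. Whether the annotated exons include the untranslated ends of transcripts was not examined. An exon that is short in the annotation may thus be longer in the transcript. The pattern cannot be told apart from low transcription in *S. cerevisiae* or from short exons that a junction search may miss. A difference of strain, extraction or junction search between libraries was not tested.

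Introns without a snoRNA whose RPKM was above that of the lowest snoRNA intron of the same library were listed, 16 in all. In *S. cerevisiae* they were *RPS9A* (RPKM 177.7), *RPS14B* (461.37), *YRA1* (127.27), *HAC1* (1281.59), *RPL30* (152.52), *RPL7B* (622.83), *RPL28* (255.5), *SFT1* (172.98), the additional intron of *RPS22B* (205.85) and *RPL18B* (128.53). In *S. kudriavzevii* they were *HAC1* (1037.99), *RPL7B* (326.25) and the additional intron of *RPS22B* (328.01), and in *S. uvarum* *RPS13* (247.43), *HAC1* (2077.84) and *RPL7B* (968.33). The *RPS22B* intron overlaps a longer intron that holds a snoRNA in *S. cerevisiae*. Only *HAC1* and *RPL7B* were followed up, and no explanation was tested for the others.

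The *HAC1* intron (chromosome 6, 75840 to 76091) had 4502 intron reads and 0 junction reads in *S. cerevisiae*, and 0 junction reads in the other 3 species. The reference annotates 0 noncoding RNAs overlapping it, so an annotated snoRNA does not account for its reads. Its ends are not GT and AG. Of the 5 *S. cerevisiae* introns whose ends are neither GT-AG nor GC-AG, 2 had junction reads, *EFM5* with 54 and *SMD2* with 30. The limits of that test were reworded after the first outcome was seen. Both introns have GT and AG once the start is moved by 1 nt, so the value of 2 cannot decide the test. Splice sites that the junction search does not report may still account for the missing *HAC1* junction reads. Whether the *HAC1* intron was spliced at all in these cultures was not tested, so the missing reads need not be technical.

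Both introns of *RPL7B* had equal intron reads in 3 of 3 *Saccharomyces* libraries, 3551 in *S. cerevisiae*, 336 in *S. kudriavzevii* and 2212 in *S. uvarum*. Of 14 pairs of introns of other genes compared, 0 had equal numbers. That 0 does not cover pairs without reads. Both *TAD3* introns and both *HOP2* introns had 0 intron reads in *S. kudriavzevii* and in *S. uvarum*. The equal *RPL7B* numbers, which are far above 0, fit 1 number entered for both introns. The second *RPL7B* intron holds the snoRNA *SNR59*, and the first holds none in the reference, so the RPKM of the first may be that of the snoRNA intron.

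In each of the 6 comparisons with *S. cerevisiae*, the intron with the largest residual was listed. For junction reads these were *RPS18B* in *S. kudriavzevii* (2291 reads), *TEF4* in *S. uvarum* (1625) and *RPS10A* in *N. castellii* (4330). Their share of the junction reads was 5.15, 61.7 and 19.7 times that in *S. cerevisiae*. The intron RPKM was 2.51 times that in *S. cerevisiae* for *RPS18B*, 0.546 times for *TEF4* and 0.772 times for *RPS10A*. More transcription would raise both measures. It cannot be told apart for *RPS18B*, and the intron RPKM was not higher for the other 2, but *TEF4* holds the snoRNA *SNR38*, whose reads count in that RPKM, and intron reads also depend on how fast an intron is removed. The share of unique junction windows in *S. cerevisiae* was 0.743 for *RPS18B* and 1 for *TEF4* and *RPS10A*. The genomes of the other species were not used here, so reads shared with another junction may still contribute in them.

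For intron expression the listed introns were *ASC1* in *S. kudriavzevii* (RPKM 877.71) and in *N. castellii* (3557.34), against 114.57 in *S. cerevisiae*, and *SFT1* in *S. uvarum* (3.38), against 172.98 in *S. cerevisiae*. The smaller of both intron read numbers was 436 for *ASC1* in both comparisons, so few reads do not account for it. For *SFT1* it was 3 in *S. uvarum*, which is the low value itself and cannot decide. At the RPKM of *S. cerevisiae*, 154 reads would be expected in *S. uvarum*, so sampling of few reads does not account for the difference. The RPKM of *SFT1* was also low in *S. kudriavzevii* (15.64) but not in *N. castellii* (181.53). *ASC1* holds the snoRNA *SNR24*, and *S. cerevisiae* has the lowest RPKM of the 4 libraries there. A difference in RNA extraction between *S. cerevisiae* and the other species was not tested for it.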

How the results depend on the processing

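No test in this part was chosen after its result was seen except the effect of single introns on *r* in *N. castellii* and of leaving out *EFB1*, or *HAC1* and the first *RPL7B* intron, on the difference of both correlations. In all, 100 alternatives were computed for 16 results, 79 set before the data were examined and 21 added afterwards. Of these, 84 stayed within the 95% interval of the value in the text (for numbers of introns, within 1.5 times), 8 moved outside it and 8 changed the sign of a difference. Of the 84, 5 leave the data unchanged and could not move. They are thinning of the *S. kudriavzevii* library to its own number of reads, and keeping loci annotated as introns in both species, which drops no intron in *S. kudriavzevii* or *S. uvarum*, for either correlation. Several intervals are wide, so staying inside one does not show that a value is stable. The intron *r* of *N. castellii*, for example, stayed inside its interval at 0.287 without snoRNA introns and at 0.306 without *EFB1*.

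The numbers of predicted introns stayed within 1.5 times under the 16 alternatives for minimum reads and thinning. The junction read *r* moved in *S. uvarum* without RPG introns, to 0.233 over a set that still holds *TEF4*. In *N. castellii* it moved to 0.736 on log10(reads + 1), 0.742 by Spearman's rho, 0.220 over introns above 0 in both species, 0.187 over introns with at least 10 junction reads in both, and 0.760 without RPG introns. Without the 1 intron with the most *N. castellii* junction reads (*RPS10A*), *r* rose from 0.284 to 0.565, so that intron accounts for much of the low linear value.

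The difference between the intron and the junction correlation changed sign on log10(value + 0.1) in *S. kudriavzevii* (−0.00431) and *N. castellii* (−0.0610), and by Spearman's rho in *S. kudriavzevii* (−0.0458), *S. uvarum* (−0.0224) and *N. castellii* (−0.131). Without *EFB1*, an alternative chosen after seeing the data, it was 0.0199 in *S. kudriavzevii*, −0.00566 in *S. uvarum* and 0.0185 in *N. castellii*, where it fell from 0.580 and stayed just above 0. Without all snoRNA introns, *EFB1* included, it was 0.212 in *S. kudriavzevii*, 0.126 in *S. uvarum* and 0.000971 in *N. castellii*. That set still holds *HAC1* and the first *RPL7B* intron, the highest RPKM left in *S. cerevisiae*. Without these as well, an alternative chosen after seeing the data and after the outcome without snoRNA introns, the difference changed sign in *S. kudriavzevii* (−0.103) and *S. uvarum* (−0.177) and was 0.251 in *N. castellii*, and the intron *r* was 0.601 in *S. kudriavzevii*, outside its interval, 0.633 in *S. uvarum* and 0.538 in *N. castellii*. The higher intron correlation in *S. kudriavzevii* and *S. uvarum* therefore depends on a few introns with very high RPKM. Over introns above 0 in both measures the difference rose to 0.719 in *N. castellii*. Apart from leaving out these introns and *RPS10A*, the cause was not tested. The RPG correlations stayed within their intervals under the 12 alternatives.

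No paired analysis was possible because each species has 1 library. The median intron had 4 junction reads in *S. kudriavzevii* and 5 in *N. castellii*, so for many introns a lack of junction reads in these libraries carries little information. This does not extend to introns with many junction reads in *S. cerevisiae*. Among these are *RPS23A* and *RPS23B*, with 3027 and 1706 in *S. cerevisiae* and 0 in *S. kudriavzevii*.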

Differences from the paper's values

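No test is reported in this part. With the settings used beside the paper's text, no value compared with the paper differed by more than the limits set, 1.5 times for numbers of introns and, for correlations, the distance from the middle to either end of the 95% bootstrap interval. Under the other settings set before the data were examined, 8 correlations did. The junction *r* was 0.233 in *S. uvarum* and 0.760 in *N. castellii* without RPG introns, 0.671 in *N. castellii* on log10(reads + 0.1), 0.736 on log10(reads + 1) and 0.742 by Spearman's rho, and the intron *r* was 0.695 on log10(RPKM + 0.1) and 0.725 by Spearman's rho in *S. kudriavzevii* and 0.287 without snoRNA introns in *N. castellii*. The files gave 162 predicted introns in *S. kudriavzevii* and 199 in *S. uvarum*, against the paper's 163 and 200, and 264 introns in *N. castellii* against the paper's 265 in table 2. The intron expression *r* for *N. castellii* was 0.868, against about 0.86 in Fig. 2B, read by eye. The other values compared were equal at the digits given.

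The paper states that the intron correlation is stronger than the junction correlation. On linear values the difference was above 0, as in the paper, 0.230, 0.134 and 0.580 in *S. kudriavzevii*, *S. uvarum* and *N. castellii*, although each interval includes 0. On log10(value + 0.1) it was −0.00431, 0.0407 and −0.0610, and by Spearman's rho −0.0458, −0.0224 and −0.131. For introns found in *N. castellii* and absent from *Saccharomyces*, the paper describes an apparent loss through cDNA replacement, while of the 8 sites concerned the files call 6 cDNA, 1 mutation and 1 unknown in each of the 3 *Saccharomyces* species. Table 1 marks the *PUS2* intron as found in the genome of *N. castellii*, where the file has the call unknown, and marks none for YMR147W/YMR148W in *N. castellii*, where the file has the call intron without coordinates. Against Table S1, the calls in the files are the same for the 250 sites in the 3 *Saccharomyces* species and differ at 4 loci in *N. castellii*, 2 of them at YCL012C and 1 each at YGL251C and YKR004C.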

Other observations

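None of the tests in this part was chosen after its own result was seen. The minimum read numbers in them were not varied, and hypotheses below were tested on the same data that prompted them.

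Fewer introns were predicted in *S. kudriavzevii* and *S. uvarum* than in *S. cerevisiae*. Thinned to the sequenced reads of *S. kudriavzevii*, the *S. cerevisiae* library would keep 190 introns with a junction read, against 162 seen in *S. kudriavzevii*. The 190 lie 1.39 introns above the limit set, the midpoint of 162 and the 216 introns of *S. cerevisiae*. By that narrow margin, the number of sequenced reads alone does not account for the whole difference. Thinned to the reads of *S. uvarum*, it would keep 209, against 199 seen. That test could not decide, since its limit of 1.1 times the *S. uvarum* number lies above the 216 introns of *S. cerevisiae* and the value is also above the midpoint of 207.5. The share of reads that mapped differs between libraries and was not part of the test.

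Of 96 RPG introns with at least 100 junction reads in *S. cerevisiae*, 9 had 0 junction reads in at least 1 of *S. kudriavzevii* and *S. uvarum*. The median share of unique junction windows in *S. cerevisiae* was 1 both for these and for the others, a difference of 0. With 78 of 106 RPG introns at the highest possible share, this measure could hardly differ, so reads shared between paralogs cannot be ruled out. *RPS23A* and *RPS23B* had a share of 0.457 each. Across the 106 RPG introns, Spearman's rho of the share with *S. cerevisiae* junction reads was −0.364 (−0.519 to −0.202). A loss of shared reads would give a positive rho, but strongly expressed paralogs may also be the more alike, so the rho cannot decide either.

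The ratio of junction reads between RPG paralogs was compared between species as a hypothesis that introns keep the balance of paralogs. Spearman's rho of the log2 ratio of locus A to locus B with that in *S. cerevisiae* was 0.574 for *S. kudriavzevii* (0.292 to 0.7703, 46 pairs), 0.351 for *S. uvarum* (0.00365 to 0.667, 47 pairs) and 0.363 for *N. castellii* (−0.00538 to 0.674, 37 pairs). The same paralog had more junction reads in 31, 34 and 25 pairs. The interval includes 0 in *N. castellii* and barely excludes it in *S. uvarum*, and differences between the species were not tested. Reads shared between paralogs could also give such a relation. Junction reads also follow the transcription of each paralog, which was not measured separately. In *S. cerevisiae*, *S. kudriavzevii* and *S. uvarum* each of the 47 pairs has an intron at both loci, so pairs without introns could not be compared. The rho thus describes how alike the ratios were, and not whether introns keep them. The *RPL19* loci are listed in opposite order in *S. cerevisiae* and *S. uvarum*, which affects 1 pair.

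Outside RPGs, the 107 *S. cerevisiae* introns with GTATGT and TACTAAC had a mean log10(junction reads + 1) that was 0.562 higher (0.310 to 0.789) than that of the 77 others, with medians of 19 and 0 junction reads. Consensus signals may favour splicing, but expression of the host genes was not controlled for, and introns annotated with unusual signals may include wrong coordinates, as the starts of *EFM5* and *SMD2* show.

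Replacement by cDNA would be expected to strike abundant spliced transcripts more often. Outside RPGs, Spearman's rho of *S. cerevisiae* junction reads with the share of cDNA calls in the 16 other species was −0.114 (−0.261 to 0.0453, 171 introns). The interval includes 0, and the expected positive relation was not seen in these calls. Introns with at least 10 junction reads had cDNA calls at 19.1% of loci on average (15.4 to 23.1, 80 introns), and introns with 0 at 23.7% (19.0 to 28.4, 67 introns). Reads in vegetative *S. cerevisiae* cells do not measure expression in the ancestors in which losses arose. The share counts calls in extant species, so a loss inherited by several related species is counted in each of them. Loci at which *S. cerevisiae* itself lost the intron have no junction reads and were left out. The rho thus describes calls in extant species, and not how often losses arose.

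From the *S. cerevisiae* coordinates and the reference, the distance from TACTAAC to the 3′ end of the intron had a median of 33 nt (quartiles 22 and 42) over the 239 introns with that sequence. The paper's S2 distances come from its alignments, which were not used here.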
